# Mate choice in the brain: species differ in how male traits ‘turn on’ gene expression in female brains

**DOI:** 10.1098/rspb.2024.0121

**Published:** 2024-07-31

**Authors:** Jason Keagy, Hans A. Hofmann, Janette W. Boughman

**Keywords:** brain, gene expression, mate choice, speciation, stickleback

## Abstract

Mate choice plays a fundamental role in speciation, yet we know little about the molecular mechanisms that underpin this crucial decision-making process. Stickleback fish differentially adapted to limnetic and benthic habitats are reproductively isolated and females of each species use different male traits to evaluate prospective partners and reject heterospecific males. Here, we integrate behavioural data from a mate choice experiment with gene expression profiles from the brains of females actively deciding whether to mate. We find substantial gene expression variation between limnetic and benthic females, regardless of behavioural context, suggesting general divergence in constitutive gene expression patterns, corresponding to their genetic differentiation. Intriguingly, female gene co-expression modules covary with male display traits but in opposing directions for sympatric populations of the two species, suggesting male displays elicit a dynamic neurogenomic response that reflects known differences in female preferences. Furthermore, we confirm the role of numerous candidate genes previously implicated in female mate choice in other species, suggesting evolutionary tinkering with these conserved molecular processes to generate divergent mate preferences. Taken together, our study adds important new insights to our understanding of the molecular processes underlying female decision-making critical for generating sexual isolation and speciation.

## 1. Introduction

Choosing a mate is a key fitness decision [1] often crucial to speciation [2–4]. Much research has sought to identify the displays individuals assess when making mate choice decisions [5,6] as well as understand the evolution and divergence of mate preferences [4,7,8]. However, we know little about the cognitive and molecular mechanisms that underpin such decision-making or how these mechanisms vary across species [9,10]. Comparative transcriptomic studies, where constitutive gene expression profiles are systematically analysed across different populations, species and environments, have already provided important insights into the evolution of molecular mechanisms underlying various complex behaviours, such as learned vocalizations [11], mating systems [12,13], and cooperation [14]. Recent studies have also identified dynamic transcriptomic variation related to mate choice [15,16]. Yet whether and how the neuromolecular mechanisms reflecting these decision-making processes change as mate preferences diverge in the process of speciation has not been examined, nor do we know how variation in gene expression contributes to reproductive isolation. Given the importance of sexual selection to both evolution and speciation, this is a critical gap. To answer these questions, we need studies that examine gene expression differences in individual brains as they choose whether to mate with conspecifics or heterospecifics.

Neural transcriptomes exhibit both constitutive (e.g. dependent on species or sex) and dynamic (e.g. determined by behavioural state) components, which makes them uniquely suited to gain insight into the molecular processes underlying behavioural diversification and speciation [13,17,18]. We ask here how female brain gene expression varies among closely related species, focusing on transcriptomic responses during courtship in threespine stickleback fish (*Gasterosteus aculeatus*). The limnetic–benthic threespine stickleback species-pairs show parallel phenotypic divergence and speciation; each species has evolved independently in multiple lakes, showing repeated and substantially parallel divergence from ancestral marine fish in ecological and reproductive traits [19,20], confirming that both sexual selection and natural selection contribute [20–24]. Limnetic and benthic species experience strong sexual isolation, but mate freely with their own species whether from their own or another lake [22]. Moreover, prior research has revealed that the species have diverged in female preferences for nuptial colour, odour, courtship behaviour, and body shape and size; and females reject heterospecific males based on differences in these traits [23,25–29]. Finally, limnetic females are more responsive to male courtship and have stronger conspecific preferences than benthic females [26,30].

In our study, limnetic and benthic females were collected from two lakes where the limnetic–benthic divergence is well studied and thought to be evolutionarily independent to provide two evolutionary replicates for testing parallel patterns of gene expression. Once in the laboratory, females were courted by either a conspecific or heterospecific male from their lake or were placed with a conspecific female from their lake as a social control (figure 1*a*). We quantified male morphological and behavioural display traits, female courtship behaviours, and female preference. Because the sample sizes were very small for one of the benthic populations, we generated whole-brain transcriptomes from females from two limnetic and one benthic population (see also Material and methods). Finally, we evaluated the relationship of these neural transcriptomes with behavioural and morphological data from the behavioural experiment. Although our transcriptome data ended up being unbalanced, we can still compare limnetic populations with each other to test for parallel changes among them and we can compare limnetic and benthic populations from the same lake to test for divergence in gene expression as part of the speciation process.

**Figure 1.**
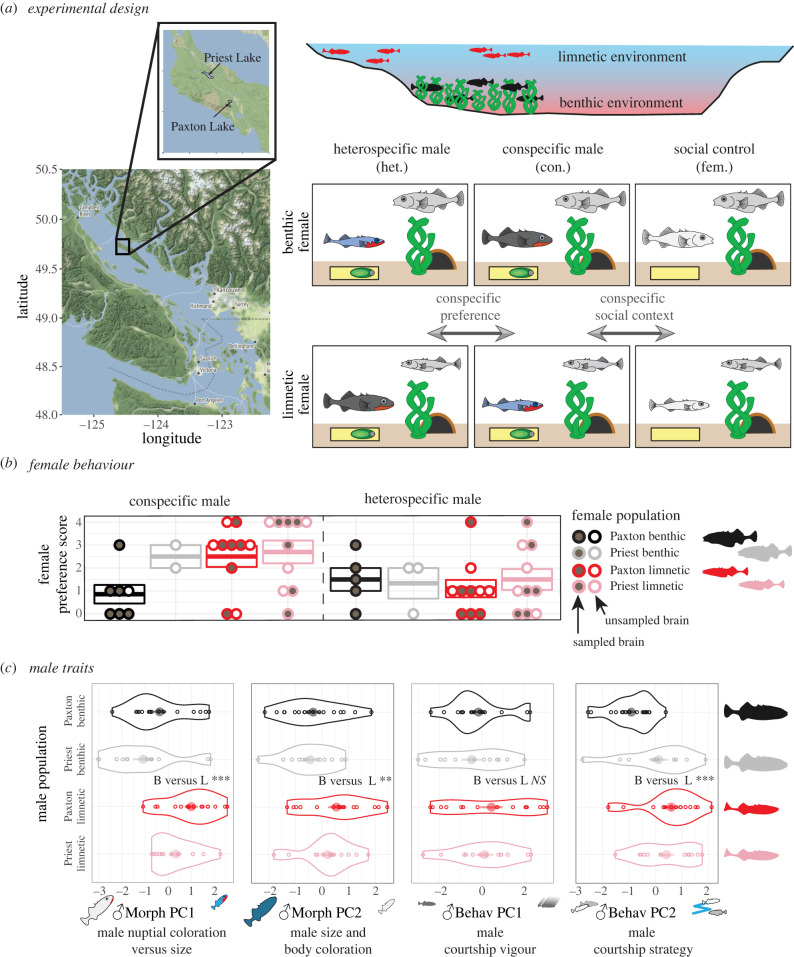
Study overview. (*a*) Experimental design. Male and female stickleback fish were sampled from two lakes on Texada Island, British Columbia and brought into the lab. Females (right top corner of each panel) were exposed to three treatments before they were euthanized and brains were removed: heterospecific male courtship (het.), conspecific male courtship (con.), or a conspecific female (fem.) from their home aquarium. (*b*) Female behaviour. Females showed stronger preference for conspecific males than for heterospecific males, especially if the female was limnetic. Boxes indicate means ± s.e. Each circle represents an individual female. Circles that are filled indicate females that were sampled for RNAseq. (*c*) Male traits. Five male morphological traits and five male behavioural traits were collapsed into two principal components (PCs) each to summarize male variation. Male morphological PCs differentiated limnetic (L) from benthic (B) fish (Welch two-sample *t*-test: Mmorph PC1: *t*_52.0_ = −4.13, *p* = 0.00013, Mmorph PC2: *t*_54.5_ = −2.76, *p* = 0.0078). The first male behavioural PC (courtship vigour) did not distinguish species (*t*_52.06_ = −1.39, *p* = 0.17), but the second one, which describes well known species differences in courtship strategy, did (*t*_54.73_ = −3.49, *p* = 0.00095).

We make the following predictions for our transcriptome data. First, given the divergent evolution of benthic and limnetic species in both ecology and reproduction, we predict divergence between the species in constitutive gene expression patterns. Second, we predict the two limnetic populations will show similar patterns of constitutive gene expression because of their parallel evolution in different lakes. Third, we predict females will show dynamic brain gene expression differences depending on the social context (conspecific courtship, heterospecific courtship, or social control) as they will not only be experiencing different stimuli but also making different decisions with respect to reproduction. Given that benthic and limnetic species have divergent preferences and are influenced by different male traits, we predict that the genes implicated in conspecific preference and social context might vary, especially when comparing benthic and limnetic populations from the same lake, where reinforcement is expected to have occurred. Alternatively, these dynamic attributes of the brain transcriptome may be similar between benthic and limnetic species owing to being dependent on conserved molecular pathways. Likewise, we predict the two limnetic populations will show similar patterns of dynamic gene expression as a result of parallel evolution in the two different lakes. Alternatively, the parallel evolution of behaviour may not be underpinned by parallel genomic or transcriptomic processes [31–33].

Finally, we predict that gene expression in female brains will respond to variation in male displays in a quantitative manner. What we envision here is that gene expression levels will increase (or decrease) in a linear manner when the display is more attractive, and the opposite will occur when the display is disliked. Because females of the two species either accept or reject males based on distinct display traits, their gene expression responses should be in opposing directions, in other words, up- or down-regulated in proportion to the trait value experienced. Another possibility is that different traits might activate similar gene expression patterns, with a given trait only activating expression in the relevant species that uses that trait for mate choice. Both possibilities would be reflected by a significant species-by-trait interaction in linear model analysis. The absolute direction of response for each species is difficult to predict because changes in gene expression may ultimately lead to activation or inhibition of behaviour. Some of the strongest evidence linking female mating decisions to male displays and reproductive isolation in a neuromolecular manner would be to find differential gene expression patterns that are associated with *both* female choice behaviour and male display as this would imply they are connected mechanistically.

## 2. Material and methods

Benthic and limnetic threespine stickleback were collected from two lakes on Texada Island, British Columbia (figure 1) and transferred to Michigan State University. Additional fish care information is in the electronic supplemental material.

### (a) Behavioural trials

We used standard methods for assessing female mate preference in stickleback, in which a female is courted by a single male [25,26,34]. Each female subject experienced one of three trial conditions: (1) courtship by a male from their own lake and species (conspecific courtship, *n* = 29), (2) courtship by a male from their own lake and the opposite species (heterospecific courtship, *n* = 28), or (3) control in which female subjects were with another female from the same lake and species (social control, *n* = 26) (figure 1*a*).

During May–August 2014, reproductive males were taken from holding aquaria and placed individually in new visually isolated aquaria with nesting materials and enticed to build a nest (see electronic supplementary material for more details). All behavioural trials commenced between 09.30 ET and 12.30 ET. We verified each female's reproductive status by gently squeezing her abdomen to confirm presence of ripe eggs [27]. For the courtship treatments, females were placed in an opaque holding container just below the water surface in the male's nesting aquarium for a 5 min acclimation period. The female was then remotely released, and the behaviours of both male and female were recorded using the event recorder JWatcher 1.0 (http://www.jwatcher.ucla.edu/) by two observers. The social control treatment was done similarly except that the stimulus fish was a non-reproductive female from the subject's home aquarium.

After 20 min or spawning (whichever came first, see electronic supplementary material for more details), the female subject was killed by rapid cervical dissection, and the brain was immediately dissected under a microscope in a Sylgaard 184-lined Petri-dish filled with Ringer's solution. Brains were stored overnight in RNAlater at 4°C and then transferred to −20°C until RNA extraction.

### (b) RNA-seq

In September 2014, brains were shipped on dry ice to The University of Texas at Austin (UT Austin), where RNA was extracted using the Maxwell 16 LEV simplyRNA Tissue Kit, which uses a robot to increase consistency. At the UT Austin Genomic Sequencing and Analysis Facility (GSAF) each sample (all with RNA integrity number (RIN) > 7.8, 8.8 ± 0.4 mean ± s.d., 11 samples do not have RIN scores) was prepared for RNA-seq using poly­A mRNA capture and given a unique barcode. A single library of all multiplexed samples was sequenced across eight lanes of an Illumina Hiseq 2500 with 2 × 50 paired-end (PE) chemistry. Sample size for each treatment for Paxton limnetic, Paxton benthic, and Priest limnetic populations was *n* = 5 or 6. Brains were randomly chosen for each population and treatment if there were more than six to choose from. Very few Priest benthic females became reproductive, resulting in three or fewer brains per treatment for this population. Given that we were expecting large individual variation in transcriptomes, we focused our sequencing effort on the other three populations with larger sample sizes. Bioinformatic analyses were carried out using the computational resources of the Texas Advanced Computing Center (TACC).

RNA-seq resulted in 34.2 ± 4.6 million reads (mean ± s.d.) per sample per sequencing direction (forward or reverse). Reads from all eight lanes were combined for each uniquely barcoded individual, separately for forward and reverse reads. We conducted quality control checks using *fastqc* (v. 0.11.1). We then ran *Trimmomatic* (v. 0.33) to remove a small amount of adapter contamination. Next, reads were aligned to the *Gasterosteus aculeatus* Ensembl BROAD S1 draft genome (version 78) using *bwa* (v. 0.7.7). We obtained expression information for 21 798 genes (electronic supplementary material, table S1). *Samtools* (v. 1.2) was used to convert sam to bam files, and then sort and index them. These sorted and indexed bam files were then passed to *bedtools* (v. 2.23.0) to count gene transcripts. The resulting gene counts were analysed quantitatively using *DESeq2* [35] and *WGCNA* [36,37] in R v. 4.2.2 [38] as described below.

### (c) Analysis

We derived two principal components (PCs) each for variation in female behaviour (Fbehav), male behaviour (Mbehav) and male morphology (Mmorph) to facilitate the integration of transcriptome data with female mating behaviour and the male traits females experienced (electronic supplementary material, figure S1). Derivation and analyses of female and male phenotypic data are described in the electronic supplementary material.

Using the *rlog* function in the *DESeq2* library [35] and a design matrix with an intercept only, we first applied a ‘regularized log’ transformation to the gene expression count matrix that was exported for the weighted gene co-expression network analysis (WGCNA) and candidate gene analyses (electronic supplementary material, table S10, more below). Using these normalized and variance-stabilized gene expression counts, we conducted a principal components analysis (PCA) on the 90% most variable genes as an initial step to visualize how populations and treatments separate along the axes of greatest gene expression variation. Two samples appeared to have been swapped and were removed from analyses (figure 2*a*). 

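The PCA covered all 53 labelled libraries, and both libraries in question came from females courted by a conspecific male. On the first PC, the library of trial 83, labelled Paxton benthic, scored 8.30, while the other Paxton benthic libraries ranged from -21.2 to -4.98. The library of trial 9, labelled Priest limnetic, scored -9.98, while the other Priest limnetic libraries ranged from -6.16 to 15.4. On the plane of the first 2 PCs, the library of trial 83 lay 22.6 units from the mean of its labelled population and 1.69 units from the Priest limnetic mean. For the library of trial 9 these distances were 20.5 units and 2.67 units from the Paxton benthic mean. Each library was also placed on a scale from 0 (Paxton benthic) to 1 (Priest limnetic), as the median over 500 genes that best separated these populations, chosen without that library and without the pair in question. The 16 remaining Paxton benthic libraries lay between -0.131 and 0.216 on this scale, and the 17 remaining Priest limnetic libraries between 0.511 and 1.08. The library of trial 83 lay at 1.01, with 93.2% of the genes nearer to the Priest limnetic mean, and the library of trial 9 lay at 0.0664, with 12.8% of the genes nearer to it. The 18 Paxton limnetic libraries lay between 0.489 and 0.803 on this scale. Of the Paxton benthic and Priest limnetic libraries kept, 1 lay between these populations, the Priest limnetic social control of trial 72. It stood at 0.511, where the next Priest limnetic library stood at 0.87, with 51% of the genes nearer to the Priest limnetic mean, and on the plane it lay 9.15 units from the Paxton benthic and 13.6 units from its own mean. Results are given over the 51 libraries the study analysed, with all 53 as an alternative.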

The original untransformed gene expression count matrix was then analysed using standard methods [35] with a model where gene expression counts were predicted by the independent effects of treatment and population. To test for constitutive gene expression differences between populations, subsequent contrasts were computed using the ‘normal’ shrinkage option and an *α* of 0.1. To determine genes involved in conspecific preference or social context, treatment difference contrasts were calculated separately for each population from a second model in which gene expression counts were predicted by the interactive effect of treatment and population. The *gprofiler2* library was used for gene ontology (GO) analysis to identify the biological processes, cellular locations, and molecular functions associated with differentially expressed genes [39].

**Figure 2.**
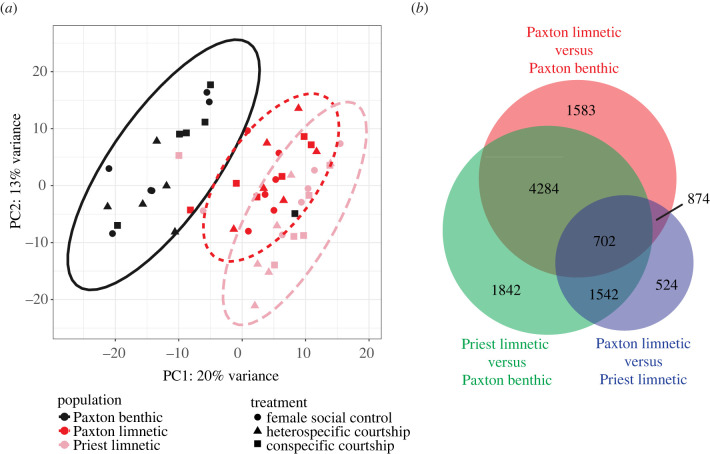
Species have highly divergent gene expression patterns. (*a*) Principal components analysis (PCA) of variance-stabilized normalized counts of 90% most variable genes. PC1 clearly separates populations in expected ways. For example, limnetic populations overlap and are very well separated from the benthic population. Ovals are 95% confidence ellipses. Two samples appeared to have been swapped (Priest limnetic and Paxton benthic; each is in the centre of the other's population distribution) and are not included in further analyses. (*b*) Venn diagram comparing overlap of population comparison differentially expressed genes (false dicovery rate (FDR) corrected *p*-value <0.1). Again, there were many more genes that distinguished benthic from limnetic fish than limnetic fish from different lakes.

To identify gene modules that may underpin shared biological functions, we conducted WGCNA using standard methods for signed network construction using the *WGCNA* library [36,37]. Briefly, we used the 90% most variable genes from the normalized and variance-stabilized gene expression count matrix (without the two samples suspected of having been swapped). Additional quality control steps eliminated two samples that had the lowest read-mapping percentage. Using the TACC high-performance computing cluster, we tried different combinations of parameters to optimize network construction rather than simply relying on defaults. The analysis presented here used the following parameters: maxBlockSize = 30 000, power = 9, network-type = ‘signed’, corType = ‘bicor’, maxPOutliers = 0.05, minModuleSize = 30, mergeCutHeight = 0.25, deepSplit = 2 (default), and detectCutHeight = 0.995 (default). Modules were analysed first using *t*-tests to compare sympatric species (Paxton limnetic versus Paxton benthic), limnetic populations from different lakes (Paxton limnetic versus Priest limnetic), and treatments (separately for each population). Then we constructed linear models (using the *lm* function in the *stats* library [38]) with module eigengene expression predicted by population, morphological or behavioural trait, and their interaction. We assessed the statistical significance of main and interaction effects using an empirical false discovery rate (eFDR) procedure [40]. Briefly, significance was initially calculated using an analysis of variance (ANOVA) table with type-II sums of squares from the linear model results (using the *Anova* function in the *car* library [41]). Then the gene expression counts were shuffled among samples 10 000 times and new significance values calculated each time. The eFDR was the proportion of times the true significance value was lower than or equal to the significance values calculated from these shuffled datasets. The *gprofiler2* library was used for GO analysis to identify the biological processes, cellular locations and molecular functions associated with different modules [39].

We also compiled a list of candidate genes from the existing literature that had previously been implicated in mate choice, and analysed their expression using linear models with gene expression predicted by population, morphological or behavioural trait, and their interaction and significance assessed using an eFDR procedure.

## 3. Results and discussion

### (a) Females preferred conspecific males and males differed in species-specific ways

Consistent with earlier work [22,26,42], females displayed a stronger behavioural preference for conspecific males than heterospecific males (ANOVA: *F*_1,49_ = 11.11, *p* = 0.016, figure 1*b*). Also consistent with earlier work, limnetic females showed especially strong conspecific preference (ANOVA: *F*_1,36_ = 16.90, *p* = 0.0062). Moreover, male morphological and behavioural display traits differed between the species (figure 1*c*).

### (b) Species show highly differentiated gene expression for individual genes

We first asked whether constitutive variation in female brain transcriptomes is concordant with previously described genetic differences between benthic and limnetic species [19,43–46]. 

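Brain RNA of 53 female threespine sticklebacks, 1 library per fish, was sequenced as paired reads. The females came from 3 populations, Paxton benthic, Paxton limnetic and Priest limnetic, where benthic and limnetic are the bottom-feeding and open-water species and Paxton and Priest are lakes. Each female had met a conspecific male, a heterospecific male or, as the social control, a conspecific female. Trial numbers were not shared between treatments, so the libraries were not paired. The authors combined the lanes, trimmed the reads with Trimmomatic, aligned them with bwa to the stickleback genome of Ensembl and counted reads per gene with bedtools. The deposited values are these counts, without normalization, for 22456 Ensembl gene identifiers, of which 21798 had a count in at least 1 library. In Paxton benthic females, total counts ranged from 29537339 to 43213380 (median 38898893, n = 5) in the conspecific treatment, from 35643153 to 45778325 (median 38580883, n = 5) in the heterospecific treatment and from 35800293 to 43720050 (median 38812492, n = 6) in the social control. They ranged from 33331960 to 43506543 (median 39987412.5), from 34230647 to 43588156 (median 38908889.5) and from 33964193 to 52788436 (median 39337610.5) in the same order in Paxton limnetic females, with 6 libraries each. In Priest limnetic females, they ranged from 36691463 to 43070315 (median 38740869, n = 5), from 23849743 to 45154372 (median 34845203, n = 6) and from 33930192 to 43168016 (median 40710047, n = 6). Mean total counts did not differ between populations beyond the spread of libraries (two-sided permutation tests, p = 0.676, 0.385 and 0.222 for Paxton limnetic with Paxton benthic, Priest limnetic with Paxton benthic, and the limnetic pair).

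Genes were tested with edgeR's quasi-likelihood test after TMM normalization, on the 20011 genes that passed edgeR's filter on low counts, and called at an adjusted p-value under 0.1 (Benjamini-Hochberg), the threshold of the study. Populations were compared in a model with independent effects of treatment and population, and treatments in a model with a mean for each of the 9 groups, which share 1 estimate of the spread. On counts simulated for these genes with 200 of them changed, the test recovered 89.5% of genes changed by a log2 of 1 between 2 populations and 79% between 2 treatments of 6 libraries each. The simulated genes varied independently of each other and of trial number, so these shares may not hold for the real libraries. Among the choices that could move the numbers are the test itself (DESeq2, which the study used, is an alternative), the set of libraries and the handling of trial number. Single libraries in groups of 5 or 6 could also move them.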

We found that gene expression patterns were indeed highly differentiated between the one benthic population and two limnetic populations (figure 2; electronic supplementary material, figure S2). 

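The PCA used regularized log values of the 19618 most variable genes (90% of those with a count), and its first and second PC held 20.1% and 13.4% of the variance. Mean scores on the first PC were -12.7 ± 5.81 (SD, n = 16) in Paxton benthic, 4.16 ± 4.88 (SD, n = 18) in Paxton limnetic and 7.63 ± 5.31 (SD, n = 17) in Priest limnetic females. Paxton limnetic females scored higher than Paxton benthic females by 16.8, or 3.15 pooled SDs, and Priest limnetic females by 20.3, or 3.65 pooled SDs. Both differences were larger than any drawn by chance (two-sided permutation tests, p = 1e-05, the smallest that 100000 resamples can give). With the swapped pair of libraries kept under their labels the differences were 15.6 and 18.1. On the 500 most variable genes they were 9.08 and 15.1 on that PCA's own scale, or 4.1 and 6.88 pooled SDs, again with p = 1e-05 in permutation tests.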

Unexpectedly, benthic and limnetic populations from the same lake had fewer differentially expressed genes (DEGs) than benthic and limnetic populations from different lakes (7443 (34% total genes) versus 8370 (38%), adjusted *p*-value <0.1, 21 796 total genes; figure 2*b*; electronic supplementary material, table S2), possibly owing to lake-specific ecology or low levels of past or contemporary gene flow [30] partly homogenizing genetic differences underlying constitutive expression patterns. 

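In the edgeR test, 7114 of the 20011 genes (35.6%) differed between Paxton limnetic and Paxton benthic females, 3428 higher and 3686 lower in the limnetic fish. Between Priest limnetic and Paxton benthic females, 8062 genes (40.3%) differed, 3992 higher and 4070 lower in the limnetic fish. In 19 of 20 random draws of 4 libraries from each of the 9 groups, the comparison across lakes gave the higher number. Both comparisons use the same benthic libraries. Of the genes called, 4770 were called in both, 4681 of them in the same direction. Across genes, which are not independent replicates, the log2 fold changes of the comparisons correlated with a Pearson's r of 0.629, where 10 simulations of unchanged populations gave a mean of 0.521 from the shared libraries alone. With 2 surrogate variables the numbers were 9025 and 10149 genes, and in the draws of 4 libraries they were as low as 4060 and 5058. Paxton benthic females had higher trial numbers than the others, with a median of 79.5 against 38.5 in Paxton limnetic and 44 in Priest limnetic females, and with trial number as a covariate the numbers were 5958 and 7331. Levels of single genes are given in CPM, edgeR's counts scaled to the size of the library. The gene ENSGACG00000020023 had 0.375 ± 0.169 (SD, n = 16) CPM in Paxton benthic, 6.51 ± 0.898 (SD, n = 18) in Paxton limnetic and 5.43 ± 1.26 (SD, n = 17) in Priest limnetic females, log2 fold changes of 4.10 and 3.84 against the benthic fish (standard error 0.17 each, adjusted p = 3.26e-25 and 6.64e-24 from edgeR). The gene ENSGACG00000019530 was lower in limnetic fish, with 30.3 ± 5.08 (SD, n = 16) CPM in Paxton benthic and 13.8 ± 1.46 (SD, n = 18) in Paxton limnetic females (log2 fold change -1.13, standard error 0.07, adjusted p = 7.5e-17 from edgeR). The deposited table does not pair identifiers with gene names, and the genes named here were chosen after their values were seen. From the lower number within a lake, the paper proposes lake-specific ecology, or past or present gene flow that partly evened out the genetic differences behind constitutive expression.

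**Figure D1:**
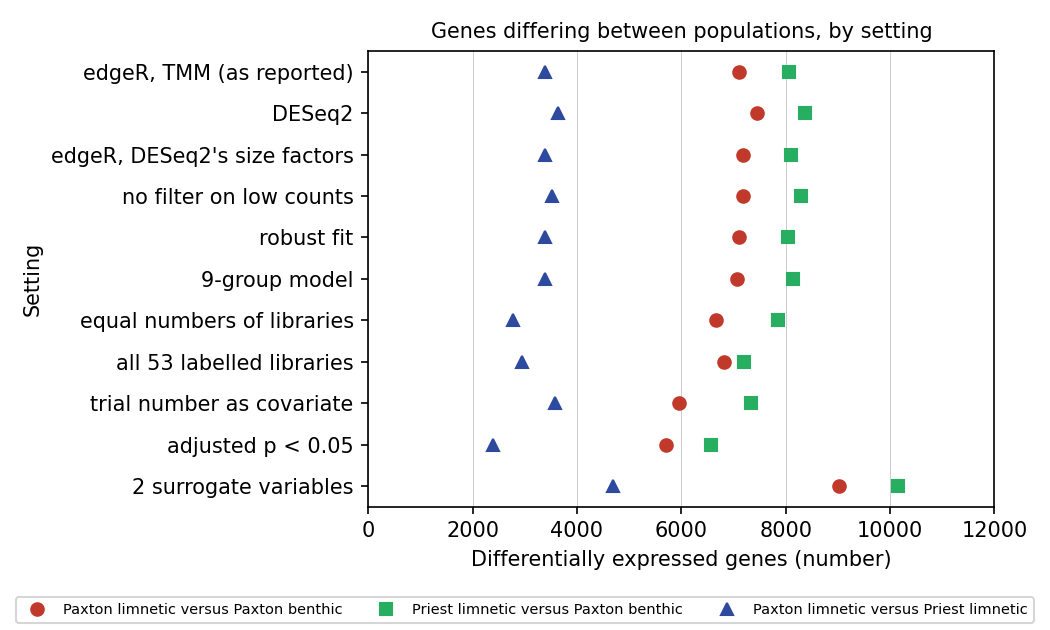
Number of differentially expressed genes (horizontal axis) in the 3 comparisons of populations as reported and under the 10 alternatives fixed beforehand (vertical axis), with 1 point per comparison and setting. At every setting drawn, Priest limnetic against Paxton benthic lies to the right of Paxton limnetic against Paxton benthic, and the limnetic pair has the fewest genes, from 2398 to 4698.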

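Paxton limnetic and Priest limnetic females differed on the first PC of expression by -3.46 (Paxton minus Priest), or 0.68 pooled SDs, a difference at the edge of the spread between libraries (two-sided permutation test, p = 0.0527). The side of 0.05 on which this test fell depended on the setting. The permutation p was 0.21 with the swapped libraries kept, 0.0571 with variance-stabilized values, 0.11 with the PCA fitted without the swapped libraries and 0.0468 without the 223 genes that had over 50% of their counts in 1 library. The last 2 settings were added after the data were seen. On the 500 most variable genes the difference was -6.03 (permutation test, p = 1e-05). In each of the 20 random draws of 4 libraries per group, the comparison of Paxton limnetic with Priest limnetic gave the fewest genes of the 3 population comparisons.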

The two limnetic populations had similar overall expression patterns (more overlap in scores of the first PC describing multivariate gene expression variation and fewer DEGs, figure 2), consistent with previously described parallel evolution [22,47,48]. Nonetheless, female brains of the two limnetic populations did show differences in gene expression (3 642 (17%) DEGs, adjusted *p*-value <0.1, 21 796 total genes; figure 2*b*; electronic supplementary material, table S2) and different gene expression patterns in response to specific male traits (see below).

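Of the tested genes, 3378 (16.9%) differed between Paxton limnetic and Priest limnetic females in the edgeR test, 1567 higher and 1811 lower in the Paxton fish. Among them, 2907 also differed between benthic and limnetic fish in at least 1 of the other comparisons, and 636 in all 3. With trial number as a covariate 3584 genes were called. The gene ENSGACG00000010774 had 133 ± 18.2 (SD, n = 18) CPM in Paxton limnetic and 51.3 ± 5.48 (SD, n = 17) in Priest limnetic females, a log2 fold change of 1.38 (standard error 0.07, adjusted p = 2.25e-22 from edgeR), and every Paxton value was above every Priest value. The gene ENSGACG00000011879 had 82 ± 5.42 (SD, n = 18) and 117 ± 6.7 (SD, n = 17) CPM, a log2 fold change of -0.51 (standard error 0.03, adjusted p = 3.06e-17 from edgeR). Both were chosen after their values were seen.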

### (c) Magnitude of gene expression differences between treatments reflects species differences in strength of courtship responsiveness and conspecific preference

We euthanized all fish within 20 min of stimulus onset to reveal dynamic transcriptome activity during decision-making. 

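In Paxton limnetic females, edgeR called 15 genes between the conspecific treatment and the social control, 12 higher and 3 lower with a conspecific male. It called 0 genes between conspecific and heterospecific males (1321 at an unadjusted p under 0.05) and 0 between heterospecific males and the social control (890 at an unadjusted p under 0.05). Chance alone is expected to put a share of 0.05 of the 20011 tested genes under that p. Here and below, such numbers are therefore not counts of changed genes. All 12 higher genes had their highest value in the library of trial 20, and without that library 0 genes were called, against 571 at an unadjusted p under 0.05 over all libraries. In Priest limnetic females, edgeR called 4 genes between the conspecific treatment and the social control, 1 higher and 3 lower, 1 gene between conspecific and heterospecific males, and 0 between heterospecific males and the social control (1541 at an unadjusted p under 0.05). DESeq2 called 49, 46 and 8 genes in Paxton limnetic and 52, 28 and 31 in Priest limnetic females for conspecific against social control, conspecific against heterospecific, and heterospecific against social control. Without the library of trial 20, DESeq2 called 3 genes in the first of these. With the treatments shuffled among the females of each population, 60 of 100 arrangements, the real one included, gave as many genes as the 31 that edgeR called over the 9 comparisons, and 25 of 50 gave as many as the 255 that DESeq2 called. The gene ENSGACG00000005913 had 29.2 ± 10 (SD, n = 5) CPM in Priest limnetic females with a conspecific male and 17.4 ± 1.56 (SD, n = 6) in the social control (log2 fold change 0.75, standard error 0.12, adjusted p = 0.00275 from edgeR). Its conspecific values ranged from 18.7 to 40, with the next highest at 38.3, and overlapped those of the social control, which reached 19.2. The gene ENSGACG00000018778 had 0.41 ± 0.136 (SD, n = 5) and 1.22 ± 0.495 (SD, n = 6) in the same groups (log2 fold change -1.57, standard error 0.29, adjusted p = 0.0205 from edgeR). These genes were chosen after their values were seen.

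**Figure D2:**
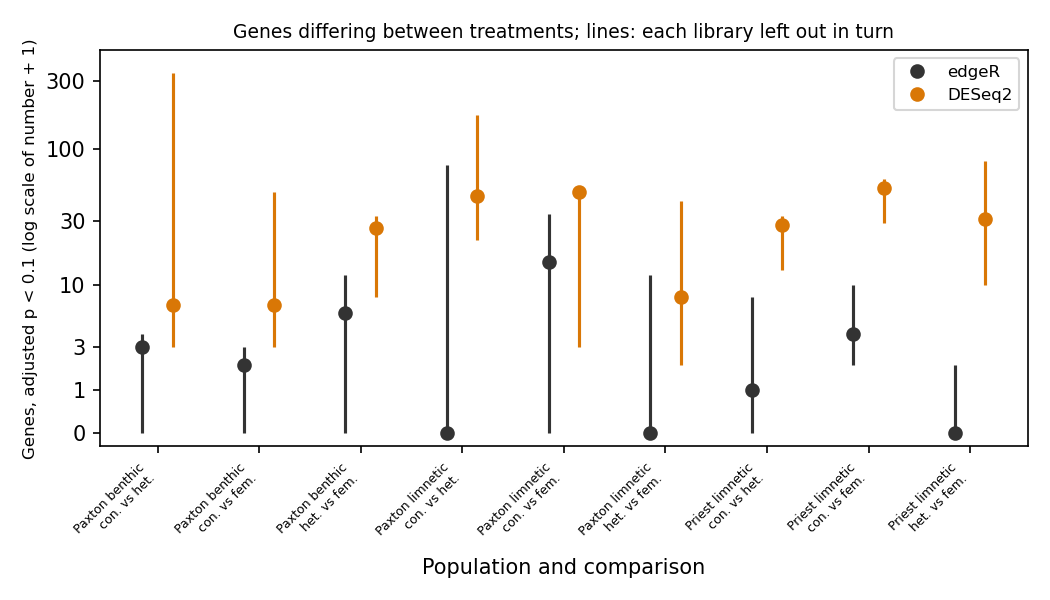
Number of genes with an adjusted p-value under 0.1 (vertical axis, log scale of the number plus 1) in each comparison of treatments within a population (horizontal axis; con., het. and fem. are the conspecific male, heterospecific male and conspecific female treatments), by edgeR and DESeq2. Points are the fits on all libraries and lines run from the lowest to the highest number when 1 library of the compared groups is left out, for example from 0 to 34 around 15 for Paxton limnetic, conspecific male against conspecific female, by edgeR.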

Even with this short stimulus time, limnetic females from both lakes showed numerous DEGs in comparisons between the conspecific male treatment versus either the conspecific female (social control) or heterospecific male treatments (28–52 (0.13–0.24%), adjusted *p*-value <0.1, 21 796 total genes; figure 3; electronic supplementary material, table S3). Benthic females, in contrast, had fewer DEGs for both of these comparisons (7 (0.03%), figure 3), consistent with prior behavioural work indicating limnetic females are more responsive to male courtship and have stronger conspecific preferences than benthic females [26,48]. These patterns are interesting in light of earlier findings in the Panuco swordtail (*Xiphophorus nigrensis*), where females strongly prefer large courting males to small coercive males [49]. This robust behavioural preference in swordtails was reflected in the brain transcriptome: the brains of females in this choice situation have many more DEGs than females exposed to only small males or only females [15]. 

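In Paxton benthic females, edgeR called 3 genes between conspecific and heterospecific males, all lower with a conspecific male (1490 genes at an unadjusted p under 0.05). It called 2 genes between the conspecific treatment and the social control, both lower with a male (1164), and 6 between heterospecific males and the social control, all higher with a male (754). DESeq2 called 7, 7 and 27 genes, and limma-voom with sample weights, added after the data were seen, called 33, 449 and 6. With 1 library left out in turn, DESeq2 called from 3 to 341 (without the conspecific library of trial 34), from 3 to 49 and from 8 to 33. The genes called against the social control were ENSGACG00000019171, with 47 ± 2.88 (SD, n = 5) CPM in the conspecific treatment and 64.3 ± 6.2 (SD, n = 6) in the social control (log2 fold change -0.45, standard error 0.08, adjusted p = 0.0167 from edgeR), and ENSGACG00000011829, with 23.1 ± 0.942 (SD, n = 5) and 33.9 ± 4.75 (SD, n = 6) (log2 fold change -0.55, standard error 0.1, adjusted p = 0.0126 from edgeR). A response that differs between populations was tested gene by gene as an interaction. For conspecific against heterospecific males, 0 genes passed between Paxton limnetic and Paxton benthic females (1314 at an unadjusted p under 0.05) and 0 between Priest limnetic and Paxton benthic females (631). For conspecific males against the social control, 0 genes passed in either pair (509 and 1180). DESeq2 gave 0, 9, 11 and 12 genes for these interactions, and with 1 library left out in turn from 0 to 65 (without the Paxton benthic conspecific library of trial 34), from 0 to 11, from 1 to 17 and from 4 to 23. The limma-voom fit gave 0, 1, 1 and 776. For the first of these, where both gave 0, 1431 genes in DESeq2 and 2489 in limma-voom had an unadjusted p under 0.05. With treatments shuffled within populations, 41 of 49 shuffles also gave fewer DESeq2 genes over the conspecific comparisons in Paxton benthic than in each limnetic population. The smaller limnetic sum exceeded the benthic one by 66 genes, and 5 of 50 arrangements, the real one included, reached this gap. From the lower number in benthic females, the paper proposes a match to earlier behavioural work, in which limnetic females respond more to courtship and prefer conspecific males more strongly.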

Recent work in another poecilid species, the guppy (*Poecilia reticulata*), also demonstrated that females that expressed a strong preference for colourful over drab males had many more DEGs than females that did not have a male coloration preference [16]. Taken together with our findings, these results point to stronger gene expression response with greater mate preference.

**Figure 3.**
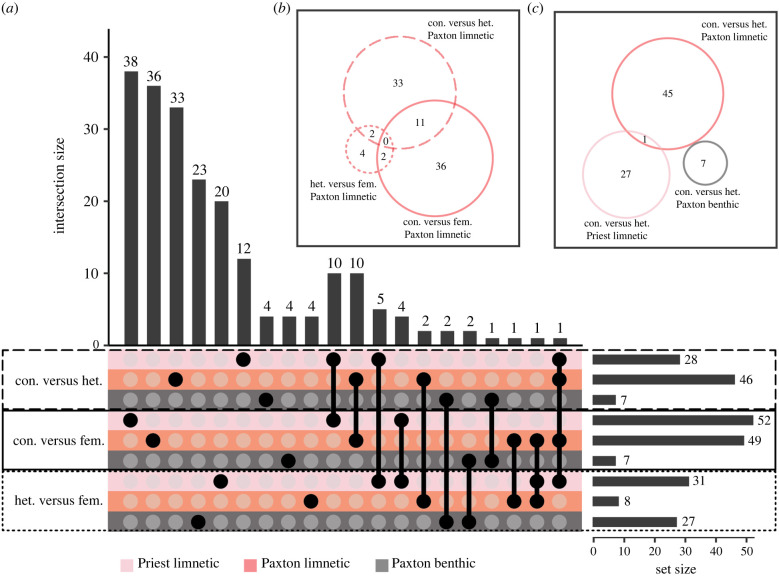
Differentially expressed genes from treatment comparisons. (*a*) UpSet plot showing all treatment comparisons separated by population. Solid circles connected by lines indicate the intersection between those sets—circles that are unconnected to any others indicate genes unique to that set. Generally, there is very little overlap between sets; when there is, it is between different comparisons within the same population or species. We used a significance threshold of false discovery rate (FDR) corrected *p* < 0.1. Traditional Venn diagrams can be derived from the UpSet plot as seen in (*b*) Paxton limnetic treatment comparisons and (*c*) conspecific versus heterospecific comparisons.

### (d) Genes involved in conspecific preference are population-specific

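Of the genes called by edgeR between conspecific and heterospecific males, ENSGACG00000002894 had 2.07 ± 0.35 (SD, n = 5) CPM with conspecific and 7.85 ± 8.09 (SD, n = 5) with heterospecific males in Paxton benthic females (log2 fold change -1.92, standard error 0.39, adjusted p = 0.0811 from edgeR). The heterospecific values ranged from 1.86 to 16.9 and overlapped those of the conspecific treatment. ENSGACG00000012351 had 2 ± 0.74 (SD, n = 5) and 5.79 ± 5.24 (SD, n = 5) in the same groups (log2 fold change -1.53, standard error 0.31, adjusted p = 0.0811 from edgeR), with its highest value, 15.1, in the heterospecific library of trial 90. In Priest limnetic females, ENSGACG00000005913 was higher with conspecific males, and its mean with heterospecific males was 17.4 ± 1.34 (SD, n = 6; adjusted p = 0.00277 from edgeR). Here too the groups overlapped, with heterospecific values up to 19.7 and conspecific values from 18.7. These genes were chosen after their values were seen. With each library left out in turn, edgeR called from 0 to 4 genes in Paxton benthic, from 0 to 76 in Paxton limnetic and from 0 to 8 in Priest limnetic females, and in none of these populations was a gene called in every fit. The 76 genes of Paxton limnetic females were called without the heterospecific library of trial 30.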

DEGs from the comparison of conspecific male with heterospecific male treatments (‘conspecific preference’, 7–46 DEGs (0.03–0.21%), adjusted *p*-value <0.1, 21 796 total genes; figure 3*c*; electronic supplementary material, table S3) support the conclusion that female brains are differentiating conspecific from heterospecific males and that dynamic changes in gene expression are involved in this decision-making. 

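No gene called by edgeR between conspecific and heterospecific males was shared by any pair of populations, and the longest list held 3 genes. DESeq2's lists shared 1 gene, between Paxton limnetic and Priest limnetic females and in the same direction, where 0.0591 were expected if the lists were independent. At an unadjusted p under 0.01, edgeR's lists held 253 genes in Paxton benthic, 355 in Paxton limnetic and 165 in Priest limnetic females. The Paxton pair then shared 5 genes (4.49 expected), the limnetic pair 5 (2.93 expected), and Priest limnetic and Paxton benthic females 2 (2.09 expected).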

Notably, however, we found virtually no overlap in DEGs between populations for conspecific preference (figure 3*c*), suggesting that different genes are involved in conspecific preference in each population. We expected this for benthic compared with limnetic populations because they have distinct mating preferences and social behaviour [26,48,50]; our findings support that prediction. However, we expected some overlap between limnetic populations because of their parallel evolution in ecological and reproductive traits [26,48,50] and because of their overall similarity in constitutive gene expression discussed above. Instead, the little overlap between limnetic populations for conspecific preference is consistent with independent behavioural evolution in each lake [19] resulting in distinct molecular networks related to conspecific preference (reflected also by non-overlap of Gene Ontology (GO) terms; electronic supplementary material, table S4). This could have been either owing to the available genetic variants differing (*sensu* the mutation order hypothesis [51–53]), or because selection was less similar than thought. 

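Across the 20011 genes, the log2 fold changes between conspecific and heterospecific males in Paxton limnetic and in Priest limnetic females had a Pearson's r of -0.0121 and a Spearman's rho of -0.147. Genes are not independent replicates, so r was set against treatments shuffled within populations, of which 94 in 100 gave an r at least as far from 0. Spearman's rho was not set against shuffles. In the 10006 genes with the highest mean expression, r was -0.315, and 12 in 100 shuffles gave one as far from 0. Tested as an interaction, 0 genes responded differently between the limnetic populations in the edgeR test (1308 at an unadjusted p under 0.05) and 6 in DESeq2. Gene Ontology terms were not analysed here.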

Although there are exciting examples of parallel gene expression changes underlying the parallel evolution of complex behavioural phenotypes [11–14,33], it seems that parallel phenotypic evolution often rests on only partly parallel genetic mechanisms [31,54], as is suggested by the data from the two limnetic populations here.

### (e) Gene co-expression network analysis supports individual gene analysis results

We next used weighted gene co-expression network analysis (WGCNA [36,37]) to identify gene modules that may underpin shared biological functions (electronic supplementary material, figure S3 and table S5); expression of genes in a module can be summarized by eigengenes, the first PC of a given module. 

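The network was built after the study's settings from the regularized log values of the 19618 most variable genes in 51 libraries. The steps were biweight midcorrelation with at most 5% of values treated as outliers at each end, a signed adjacency at a power of 9, topological overlap, average-linkage clustering, modules of at least 30 genes and merging of modules at an eigengene distance under 0.25. WGCNA's dynamic tree method was not run. The tree was divided at 1 constant height instead, the height between 0.5 and 0.995 that gave the most modules and, among equals, the most genes in them. Heights of 0.955 and 0.935 both gave 20 modules before merging, with 11244 and 8037 genes. The first was used and left 15 modules of 32 to 4471 genes, numbered by size, and the second left 12. The paper also removed a pair of samples with the lowest read-mapping percentage, which its text does not name. They were not left out here, and leaving out the 2 libraries with the lowest total count is an alternative. On simulated data with 5 modules of 100 genes each, all 5 were recovered, and 52.5% of the genes without a module were left unassigned. Eigengenes were compared with two-sided permutation tests, exact within populations and with 100000 resamples between populations, and p-values were adjusted over the modules of each comparison (Benjamini-Hochberg).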

We identified 13 differentially expressed module eigengenes (DEMEGs) between limnetic and benthic populations from the same lake (figure 4; electronic supplementary material, table S6), similar to patterns we uncovered with the individual gene analyses. Also similarly, we found fewer DEMEGs when comparing limnetic populations from different lakes (7 DEMEGs; figure 4; electronic supplementary material, table S6). However, five of these seven modules also differentiate Paxton limnetic from Paxton benthic fish and so separate populations generally. Thus, we find support for our prediction of stronger divergence in constitutive gene expression between diverged species and weaker divergence between populations of limnetic fish that have evolved in parallel.

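Between Paxton limnetic and Paxton benthic females, 11 of the 15 module eigengenes differed at p under 0.05 and all 11 also after adjustment. The largest difference was in module 3 (1337 genes), with an eigengene of -0.0933 ± 0.0608 (SD, n = 18) in Paxton limnetic and 0.188 ± 0.074 (SD, n = 16) in Paxton benthic females (permutation test, p = 1e-05, adjusted p = 5e-05). Module 5 (513 genes) went the other way, with 0.063 ± 0.0581 (SD, n = 18) and -0.181 ± 0.0726 (SD, n = 16) and the same p-values. Between Priest limnetic and Paxton benthic females, 11 modules differed at p under 0.05 and 10 after adjustment. Of the 11, 10 also differed at p under 0.05 within Paxton Lake. The alternative that moved the number within Paxton Lake most was the set of all 53 labelled libraries, which gave 6 of 13 modules.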

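Between Paxton limnetic and Priest limnetic females, 3 of the 15 modules differed at p under 0.05 and 2 after adjustment. Module 9 (116 genes) had an eigengene of -0.0928 ± 0.0472 (SD, n = 18) in Paxton limnetic and 0.176 ± 0.0944 (SD, n = 17) in Priest limnetic females, and module 12 (48 genes) had 0.0577 ± 0.0319 (SD, n = 18) and -0.184 ± 0.0515 (SD, n = 17) (permutation tests, p = 1e-05, adjusted p = 7.5e-05 each). Module 4 (682 genes) differed by 0.0949 (permutation test, p = 0.0296) and did not pass after adjustment (adjusted p = 0.148). The number of modules ranged from 1 to 5 over the alternatives, with 5 in a linear model with trial number, added after the data were seen.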

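Of the modules that differed between the limnetic populations, 2, modules 4 and 12, also differed between Paxton limnetic and Paxton benthic females. In module 4 the eigengene was lower in Paxton limnetic than in Paxton benthic females by a difference of -0.106 (permutation test, p = 0.0226), and in module 12 by a difference of -0.073 (permutation test, p = 3e-05). Module 9 did not differ there at p under 0.05. All 3 differed between Priest limnetic and Paxton benthic females. From the larger number of modules between species than between limnetic populations, the paper finds support for its prediction that constitutive expression diverged more strongly between the species than between populations that evolved in parallel.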

**Figure 4.**
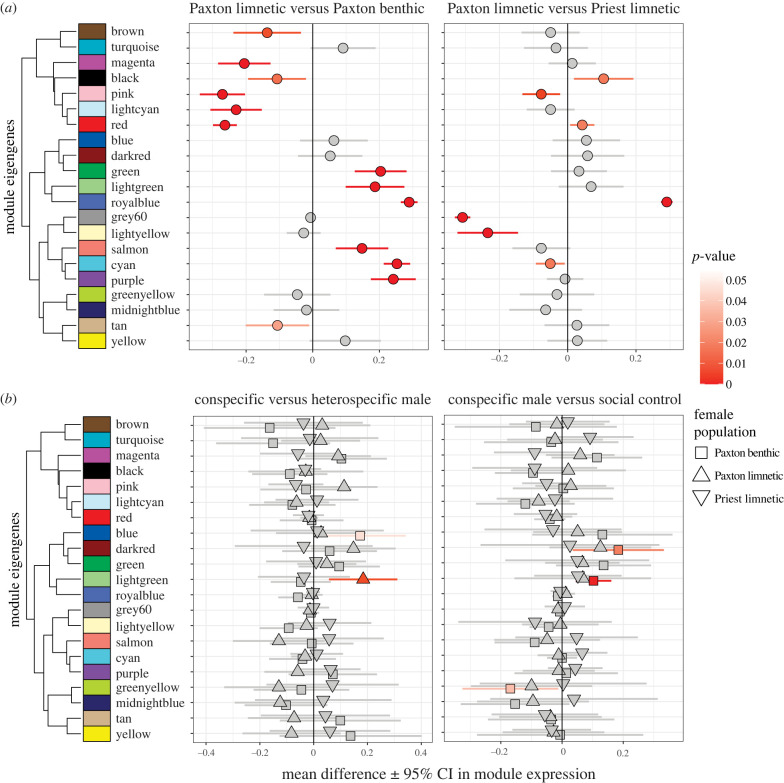
Comparisons of module expression between (*a*) populations and (*b*) treatments. Symbols and lines correspond to mean ± 95% confidence intervals for *t*-tests. Significant differences are indicated in colour.

Although we found relatively few DEMEGs between treatments (figure 4; electronic supplementary material, table S6), we did identify two DEMEGs when females were courted by a conspecific versus heterospecific male; one for Paxton benthic and one for Paxton limnetic females. 

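Between conspecific and heterospecific males, the eigengene of module 9 differed in Paxton benthic females, with -0.112 ± 0.00987 (SD, n = 5) against -0.0518 ± 0.0601 (SD, n = 5) (exact permutation test, p = 0.0476). For Paxton limnetic females, the eigengene of module 13 (44 genes) was 0.149 ± 0.0981 (SD, n = 6) with conspecific and -0.0184 ± 0.0988 (SD, n = 6) with heterospecific males (exact permutation test, p = 0.0173). In Priest limnetic females, 0 modules differed. In linear models over all 9 groups, added after the data were seen, module 13 in Paxton limnetic females passed 0.05 and module 9 in Paxton benthic females did not, both with and without trial number. None of the permutation tests passed after adjustment (adjusted p = 0.476 in Paxton benthic, 0.26 in Paxton limnetic and at least 0.926 in Priest limnetic females). In the network from the next best tree height, added after the data were seen, 1 module differed in Paxton benthic and 0 in Paxton limnetic females. Over all 9 treatment comparisons, 9 of 135 module tests had p under 0.05, where 6.8 are expected by chance, and 26 of 100 arrangements of the treatments, the real one included, gave as many.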

We suggest that these modules are involved in conspecific preference and may play an important role in sexual isolation. We also found three DEMEGs when benthic females were courted by a conspecific male versus interacted with a female, suggesting these modules are involved in evaluating males. 

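Between the conspecific treatment and the social control in Paxton benthic females, 3 modules differed at p under 0.05. The eigengene of module 13 was -0.0937 ± 0.0365 (SD, n = 5) with a conspecific male and -0.187 ± 0.0492 (SD, n = 6) in the social control (exact permutation test, p = 0.013). For module 10 (104 genes) the values were -0.08 ± 0.0825 (SD, n = 5) and -0.155 ± 0.0354 (SD, n = 6) (exact permutation test, p = 0.0368), and for module 6 (475 genes) -0.067 ± 0.0991 (SD, n = 5) and 0.102 ± 0.117 (SD, n = 6) (exact permutation test, p = 0.039). The adjusted p was 0.195 for each. These tests take no account of trial number, which 9 of the 15 eigengenes followed within the 9 groups (linear model, adjusted p under 0.05), among them module 6 (Pearson's r = 0.737 within groups) and module 10 (r = -0.696). In linear models over all 9 groups, added after the data were seen, 0 modules differed in this comparison at p under 0.05 both without and with trial number. The differences were 0.0937, 0.0747 and -0.169 for modules 13, 10 and 6 without trial number and 0.0724, 0.000305 and -0.0793 with it. In limnetic females of Paxton Lake 0 modules differed in this comparison and in those of Priest Lake 1, module 5 (exact permutation test, p = 0.039, adjusted p = 0.584). Whether benthic and limnetic females differed in these responses was not tested. Over the alternatives set before the data were examined, the number in Paxton benthic females ranged from 1 to 4.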

We were surprised that benthic females showed a strong effect here as they neither exhibited strong preference nor strongly discriminated between males at the behavioural level (figure 1*b*) and they had the fewest DEGs for these comparisons (figure 3; electronic supplementary material, table S3). Module eigengene expression likely reflects female perception and decision-making rather than a final decision given the relatively short time (≤20 min) between trial start and sampling brains. We, therefore, examined next how female module eigengene expression relates to male display trait variation.

### (f) Module eigengene expression in the female brain reflects individual variation in a male sexually selected trait in population-specific ways

It is well established that variation in male traits influences both current and future female mating decisions [1,5,6,34], the specific traits that females focus on vary between populations [55,56], and changes in the expression and topology of gene networks interface with neural networks to influence future behaviour [57]. We, therefore, predicted that module eigengene expression in the female brain should vary dynamically in conjunction with male displays, likely in a species- or population-dependent fashion. Indeed, this was true for an important male morphological trait, throat colour, which varies between benthic and limnetic species, is involved in female choice and male competition differently for the two species, and is critical for sexual isolation [23,24,58–60]. Variation in male throat colour significantly predicted variation in the eigengene expression of two modules in a population-dependent manner (electronic supplementary material, figure S4 and table S7), with mean expression and slopes differing between the benthic population and at least one limnetic population, especially the sympatric one. Thus, the activity of brain gene co-expression modules was dynamically altered in female brains in response to this key male trait known to be subject to sexual selection and involved in sexual isolation. Importantly, the relationship between module eigengene expression and male throat colour was strongly divergent in benthic and limnetic females from the same lake, in parallel with strongly divergent preferences for this trait in these same females [23]. This finding argues that the differential recruitment of gene networks implied by these co-expression modules underpins divergence in mating behaviour and preference, thus contributing to reproductive isolation between diverging species.

Our finding that module eigengene expression responds to male throat colour helps to explain the low number of DEMEGs for treatment comparisons. Based on these results, females in the same treatment would be expected to have variable expression of some modules based on the trait values of the specific males courting them. Furthermore, although limnetic males tend to have more throat coloration than benthic males, there is overlap in the distribution, leading to imperfect correspondence between coloration and treatment, likely obscuring the gene expression signal from treatment comparisons.

### (g) Moving from individual traits to multivariate descriptions of male and female phenotypes

Mate choice decisions are typically based on more than a single trait [10,55,61,62]. We therefore used the axes of variation in male behaviour (Mbehav PC1 and PC2) and morphology (Mmorph PC1 and PC2) as well as female behaviour (Fbehav PC1 and PC2) we previously inferred using PCA (electronic supplementary material, figure S1) to integrate variation in these traits with our gene expression data. We did this using linear models, testing for population and trait PC main effects as well as their interactive effects on module eigengene expression (figure 5; electronic supplementary material, table S7). Significant main effects of trait PCs (with no population-by-trait interaction) indicate modules that respond to specific trait PCs in a consistent manner across all populations. Genes in these modules could reflect conserved patterns of gene expression during courtship. We did find this pattern with the PC describing male size and body coloration (Mmorph PC2) for four modules, the PC describing male courtship vigour (Mbehav PC1) for three modules, and the PC describing the nature of female response (Fbehav PC2) for one module, for a total of five unique modules. Several of these modules have clearly differentiated biological functions, according to GO analysis (electronic supplementary material, table S8), that suggest involvement of stress, metabolism, neural function and DNA/RNA processing molecular pathways.

**Figure 5.**
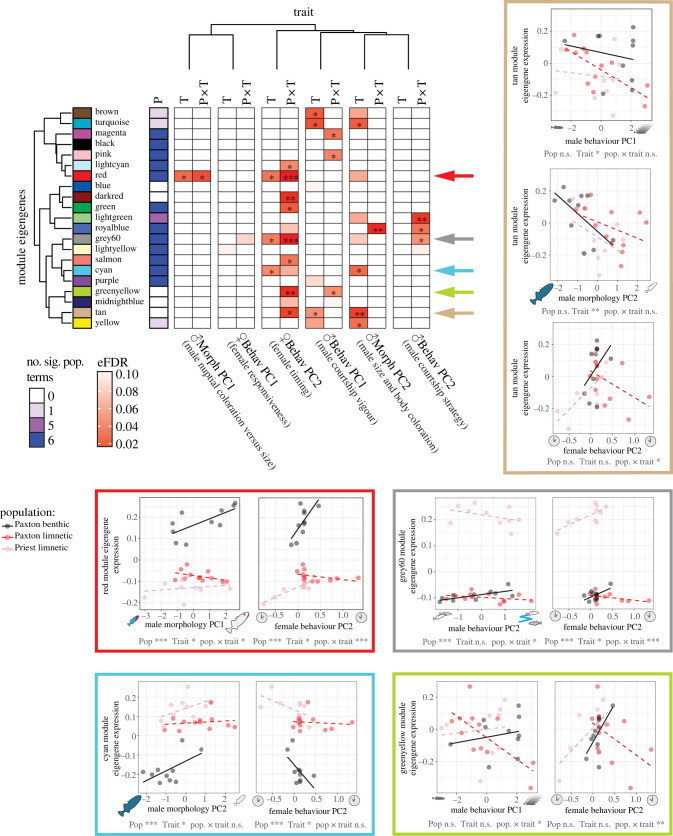
Linear models describing relationship between module eigengene expression and population, traits, and their interaction. Arrows indicate modules that respond to both a male display trait and female courtship behaviour; these relationships are further explored in scatterplots. ‘P’ = population term, ‘T’ = trait term, ‘P × T’ = population-by-trait interaction term with significance indicated: *** <0.001, ** <0.01, * <0.05. To focus on the trait and population-by-trait interaction effects, we have reduced the population term to a single column indicating in how many of the six models it was significant (at *p* < 0.05).

Most importantly, however, significant population-by-trait interactions address our primary prediction that divergent selection on female mate preferences would result in divergent brain gene expression patterns in response to male display trait values, especially in benthic and limnetic females from the same lake. Indeed, we saw many modules with this pattern; seven modules showed a significant population-by-trait interaction and, in all cases, limnetic and benthic populations from the same lake had opposing slopes (figure 5). When we shifted our focus to female behaviour in response to courtship, we found a similarly large number of modules (*n* = 8) that showed a population-by-trait interaction, specifically the nature of female response (early versus late, Fbehav PC2). Once again, we observed that limnetic and benthic populations from the same lake had opposite slopes, showing strong divergence in gene expression in association with female behaviour.

GO analysis of the eight modules with a significant population-by-Fbehav-PC2 interaction indicates distinct biological functions being overrepresented by module genes (electronic supplementary material, figure S5 and table S8), especially for the greenyellow and green modules: DNA/RNA processing, metabolic processes, and cellular stress response (greenyellow) and synaptic signalling, ion transport, cell–cell signalling and neural development (green). Clearly something very different is happening in female brains of sympatric species of stickleback. The preponderance of genes with neural functions (green module) and those influencing future gene expression and response to stress (greenyellow module) suggests those modules are mediating activity in the brain involved in decision-making. The different expression patterns for limnetic and benthic females from the same lake point to a key role for these modules in isolating the species.

Even more interesting, for five modules there was overlap where a module's eigengene expression was associated with *both* male trait and female behavioural variation (figure 5). We interpret this to indicate that the male trait elicits a specific neurogenomic response in the female brain that, in turn, influences female choice behaviour. For example, the red module showed lower eigengene expression in Paxton limnetic females when they were courted by males that they were expected to find more attractive (smaller and with brighter blue eyes and more extensive red throat coloration). These females in turn had lower eigengene expression of the red module if they showed more interest later in courtship. Paxton benthic females showed the exact opposite relationships between red module eigengene expression and male morphology and female behaviour. The finding of overlap in modules showing associations with male traits and female behaviour suggests these modules are important for premating isolation.

### (h) Candidate gene expression is also associated with trait values

Numerous candidate genes have previously been implicated as playing a role in female mate choice and social decision-making more generally [9,63]. We therefore mined our transcriptome dataset for candidate genes representing five distinct and well studied neuroendocrine and neuromodulatory pathways. Specifically, we focused on genes involved in (1) **gonadotropin-releasing hormone (GnRH) signalling**, owing to their role in reproduction [64]: *gnrh2*, *gnrh3*,* gnrhr1*, *gnrhr4*; (2) **nonapeptide signalling**, known for regulating affiliative behaviour [65]: *avp*, *avpr1ab*,* avpr2*, *avpr2aa*, *avpr2l*,* oxt*, *oxtr*; (3) **dopamine signalling**, which is important for motivational processing [66]: *th*, *th2*, *drd1*, *drd1b*, *drd2a*, *drd2l*; (4) **prostaglandin F2 alpha (PGF2α) signalling**, as the ovarian hormone PGF2α is a well known regulator of reproductive behaviour in fishes [67,68]: *ptgfr*; and (5) specific genes important to **synaptic plasticity** that have previously been implicated in mate choice decisions in poecilid fishes [15,16,69]: *nlgn1*, *nlgn2a*, *nlgn2b*, *nlgn3a*, *nlgn3b*, *neuroserpin1 *(*serpini1*). We found that 20 of these 24 genes (83%) were members of nine different gene co-expression modules (figure 6), with the blue (5 genes) and brown (4 genes) modules most prominently represented (recall that the brown module was correlated with Mbehav PC1, courtship vigour). We then used linear models as with the gene co-expression modules above to discover that 14 genes (58%), representing four of these pathways (all except for PGF2α signalling), showed significant differences in expression between populations (figure 6, electronic supplementary material, table S9).

**Figure 6.**
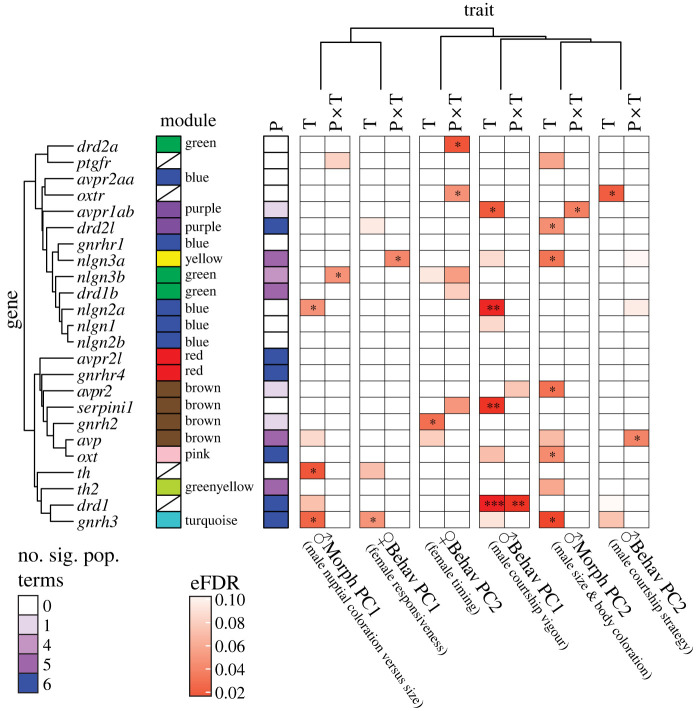
Linear models describing relationship between candidate gene expression and population, traits, and their interaction. ‘P’ = population term, ‘T’ = trait term, ‘P × T’ = population-by-trait interaction term, with significance indicated: *** <0.001, ** <0.01, * <0.05. To focus on the trait and population-by-trait interaction effects, we have reduced the population term to a single column indicating in how many of the six models it was significant (at *p* < 0.05).

When we focused on significant relationships between candidate gene expression and specific male or female traits, we discovered several intriguing associations. For example, the expression of *gnrh3*, which has previously been shown to gate mating preferences in medaka (Japanese rice fish, *Oryzias latipes*) [70], was associated with female responsiveness (Fbehav PC1), while *gnrh2* expression reflected female timing (Fbehav PC2). Note that GnRH2 plays a critical role in the integration of energy homeostasis and sexual behaviour in mammals and teleosts [71,72]. Looking at the behaviour and morphology of the males, we found that dopaminergic and nonapeptide signalling along with synaptic plasticity in the female brain reflect male courtship vigour (Mbehav PC1), while oxytocin receptor expression is related to male courtship strategy (Mbehav PC2). In addition, GnRH and dopaminergic signalling along with synaptic plasticity reflect a male's nuptial coloration (Mmorph PC1) and male size and body coloration (Mmorph PC2), with nonapeptide signalling also associated with Mmorph PC2. Taken together, our candidate gene analysis is consistent with findings in other species.

## 4. Conclusion

Despite their close evolutionary relationship, we find substantial differences in gene expression for limnetic and benthic females making mate choice decisions. This differentiation is not due simply to differences in magnitude of expression in the brains of the two species. Indeed, our most novel finding is that brain gene expression responds to male display traits in opposite directions for the two sympatric species, mirroring contrasting female behavioural responses to those displays that are known to contribute to sexual isolation. Male displays that trigger elevated expression of a module in female brains for one species trigger reduced expression in the other sympatric species. We find support of not only our expectation of constitutive expression differences in the brains of benthic and limnetic fish, but also our key prediction of differential expression driven by diverged female preferences for diverged male display traits in a quantitative manner related directly to female experiences during courtship. Taken together, our results provide novel insights into the neuromolecular processes that govern reproductive isolation of diverging species.

## Data Availability

Data and analysis code are available from the Dryad Digital Repository [73]: https://doi.org/10.5061/dryad.ncjsxkt3g. Raw sequencing data are deposited in NCBI Gene Expression Omnibus (GEO) Ascension GSE263554. Data for analysis are also provided in the electronic supplementary material [74].

How the deposited data were processed for this re-analysis (not part of the article)

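Brain RNA of 53 female threespine sticklebacks from 3 populations and 3 treatments was sequenced, with 1 library per female. The authors combined sequencing lanes, trimmed reads with Trimmomatic, aligned them with bwa to the stickleback genome of Ensembl and counted them per gene with bedtools. The deposited table holds these counts (unit: count), without normalization, for 22456 Ensembl identifiers, of which 658 had no count in any library. Total counts ranged from 23849743 to 52788436 per library, with a median of 38862402. Populations and treatments were taken from the sample labels. One Paxton benthic library has different trial numbers in its title (89) and its description (88), and the latter was used. No paired analysis was possible because trial numbers were not shared between treatments.

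The libraries of trials 83 (Paxton benthic) and 9 (Priest limnetic) were left out of the 51 used, as in the study. The paper's text does not give their numbers. They were identified by a rule fixed beforehand, as the conspecific library of each population nearer to the other population's mean on the first 2 PCs. The rule did not cover other treatments, and the Priest limnetic social control of trial 72, also nearer to the Paxton benthic mean, was kept.

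Analyses used R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and sva 3.50.0, and Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Genes were filtered with edgeR's filterByExpr (20011 kept), normalized by TMM and tested with the quasi-likelihood test at an adjusted p-value under 0.1 (Benjamini-Hochberg). Populations were compared in a model of treatment plus population, and treatments and interactions in a model with 9 group means. Fitted log2 fold changes used a prior count of 0.125. The common biological coefficient of variation was 0.227. No fold is given where both groups had at most 3 counts. Alternatives were other library sets, filters, normalizations, tests, covariates, thresholds and models, and leaving out each library in turn.

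The PCA used DESeq2's regularized log values of the 19618 most variable genes over all 53 libraries. For 4 genes with most of their counts in 1 library, ENSGACG00000015964, ENSGACG00000002863, ENSGACG00000010287 and ENSGACG00000001398, the regularized log did not settle, and its values changed with the settings of the linear algebra library. The genes were kept as planned, computations used 1 thread and a fixed processor setting, and the 223 genes with over 50% of their counts in 1 library were left out in an added alternative.

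For the co-expression network WGCNA was not installed. Correlation, adjacency, topological overlap and merging followed its published settings as the paper gives them, but the tree was divided at 1 constant height in place of the dynamic method. The rule for the height was nearly a tie, and under another setting of the linear algebra library it had chosen 0.935 in place of 0.955, so both networks are given. Modules are therefore not the paper's and carry numbers.

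Group differences in single values were tested with two-sided permutation tests, by full enumeration where a group had fewer than 10 libraries and with 100000 resamples otherwise. Treatments were shuffled within populations in 100 arrangements for edgeR and 50 for DESeq2, the real one included. On simulated counts for 20011 genes with 200 changed by a log2 of 1, edgeR recovered 79% between treatments and 89.5% between populations, and 8.67% and 6.77% of its calls were unchanged genes. DESeq2 recovered 80.5% and 89.5%, and 15.3% and 9.14% of its calls were unchanged genes. Simulated genes varied independently of each other and of trial number, so these shares may not hold for the real libraries. In simulated expression of 2000 genes with 5 modules, the network step recovered 5. No pair among the 1378 pairs of libraries was a duplicate, as the smallest mean chi-square per gene was 16.6.

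The reference table given pairs no Ensembl identifier with a gene name (0 matched), so the named candidate genes, the marker lists and the rule for choosing genes by name could not be applied, and the genes named were chosen after their values were seen. Behaviour, male traits and Gene Ontology terms were not analysed here.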

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

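The counts of shuffled treatments, the comparisons without the library of trial 72 and the test of library size for the library of trial 20 were chosen after the results were seen. The tests of genes far above the rest of a group were also framed after the library of trial 20 stood out. These cover the number of such genes, their overlap between libraries and their relation to total count. The other tests named here were chosen before, apart from those that the next part names as chosen afterwards.

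In groups of 5 or 6 libraries, the gap between the highest or lowest library and its nearest neighbour was divided by the range of the group and compared with Dixon's 95% critical value. This was past the critical value in 10 of 70 groups (14.3%), where 5% are expected by chance. The genes among the 70 groups were chosen for their small p-values, so they were not a random draw.

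The first group was PC1 of Priest limnetic females with a conspecific male when all 53 libraries are kept (0.633, n = 6), where the library of trial 9 scored -9.98 and the next 5.08. This is the library that the paper leaves out as swapped with the Paxton benthic library of trial 83. A mixture of RNA from both populations would place a library between them. The library of trial 9 instead lay at 0.0664 on the scale from 0 (Paxton benthic) to 1 (Priest limnetic), inside the range of the other Paxton benthic libraries, which argues against a mixed sample for this library. The library of trial 83 lay at 1.01, which is consistent with a mislabelled sample. Whether the exchange took place in the field, the laboratory or the labels was not tested. The rule for swapped libraries covered conspecific libraries alone, so the Priest limnetic social control of trial 72 was kept, although it lay at 0.511, where the next lowest Priest limnetic library lay at 0.87, and nearer to the Paxton benthic mean (9.15 units) than to its own (13.6 units) on the first 2 PCs. A mixed sample stays open for this library and was not tested. Without it, edgeR called 7230, 8322 and 3348 genes between populations (Paxton limnetic with Paxton benthic, Priest limnetic with Paxton benthic, the limnetic pair) in place of 7114, 8062 and 3378, and 9 in place of 4 in Priest limnetic females between the conspecific treatment and the social control.

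In Paxton limnetic females with a conspecific male, the library of trial 20 stood apart for ENSGACG00000014685 (0.821, 1.76 CPM against 0.481 in the next library) and for ENSGACG00000001398 (0.963, 59 CPM against 2.19). In the social control ENSGACG00000001398 was at or near 0, and the value of 1 there arose from 0.0479 CPM in the library of trial 61 against 0 in the others. Without the library of trial 20, 0 genes were called between the conspecific treatment and the social control. It held 83 genes at least 4-fold above every other library of its group, and 1 of the 51 libraries held more (105, the Priest limnetic social control of trial 72). RNA from another tissue may have entered this library. The 83 genes met the criterion set for that explanation, that few libraries held more. That test cannot decide, since the library was singled out for its high genes. Of the 12 genes called higher, 11 were at least 4-fold above the next library there. Other causes could raise the count as well. No tissue was identified because identifiers could not be paired with marker genes. Its 33331960 counts were the lowest total of the group, but some library always has the lowest, so this decides nothing, and library size stays open. The 3 libraries with smaller totals, of trials 59, 43 and 71 (23849743, 29537339 and 30699300 counts), held 23, 8 and 48 such genes. Across the 51 libraries, the number of such genes fell with the total count (Pearson's r = -0.313, permutation p = 0.0354; Spearman's rho = -0.265, permutation p = 0.0604; r = -0.36 without the 2 libraries farthest from the median total). The same tissue's RNA in several libraries stays open. The libraries of trials 72 and 20 each shared 3 of these genes with the Priest limnetic library of trial 71, where 0.252 and 0.199 were expected (ratios of 11.9 and 15.1), but shared 0 with each other (a ratio of 0), where 0.436 were expected, too few for a 0 to exclude it. A response of this 1 female to courtship stays open and was not tested.

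The other groups past the critical value each had 1 library apart. In Paxton benthic females these were the heterospecific library of trial 90 for ENSGACG00000012351 (0.891, 15.1 CPM against 4.2 in the next), the conspecific library of trial 43 for ENSGACG00000002894 (0.796, 1.45 against 2.12) and the conspecific library of trial 88 for ENSGACG00000011829 (0.788, 21.4 against 23.2). Between conspecific and heterospecific males, 0 genes were called without the library of trial 90, of trial 43 or of trial 88. Between the conspecific treatment and the social control, 3 were called without that of trial 88 and 2 without that of trial 43. Among eigengenes, the groups were module 6 in the Paxton benthic social control (0.663, trial 39 at -0.116 against 0.106), module 10 in Paxton benthic females with a conspecific male (0.716, trial 34 at 0.0622 against -0.0899) and module 5 in Priest limnetic females with a conspecific male (0.852, trial 68 at 0.0383 against 0.15). The modules were not tested without these libraries. With them, the eigengenes of modules 6, 10 and 5 followed trial number within groups (Pearson's r = 0.737, -0.696 and -0.497). Trials 39 and 34 were the lowest of their groups and trial 68 the highest, each on the side of that slope. Trial order therefore stays open for these eigengenes. No other technical or biological explanation was tested for these groups.

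The response to a conspecific male against the social control differed between Paxton limnetic and Priest limnetic females for 2 genes in the edgeR interaction test. One was ENSGACG00000017581 (difference of log2 fold changes 4.87, standard error 0.98, adjusted p = 0.0921), and the other ENSGACG00000001398 (adjusted p = 0.0353), for which no fold is given because most of its counts came from the library of trial 20. With the treatments shuffled, 22 of 100 arrangements, the real one included, gave as many genes. Leaving out 1 library gave from 0 genes, for example without the Paxton limnetic library of trial 20, to 5 without that of trial 17, and 4 without the Priest limnetic library of trial 72. The 2 genes are therefore consistent with shuffled treatments and with the weight of single libraries. DESeq2 called 32 genes in this interaction, a number reached by 5 of 50 arrangements, the real one included. With 1 library left out in turn it called from 13 to 43, and 5 genes were called in every fit. A difference in behaviour between the populations stays open.

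Trial number, taken here as the order of the trials over the season, was not among the terms of the paper's models. In edgeR, with trial number beside the 9 groups, 3523 genes followed it, 1956 higher and 1567 lower at higher trial numbers. Shuffling trial numbers within groups argues against a chance order, since 1 of 100 orders, the real one included, gave as many, and the highest shuffled number was 6. Library size is argued against by 3468 genes with the log total count as a covariate, and a few genes taking most of the counts by the share of the 10 most abundant genes, which did not follow trial number within groups (r = -0.101, permutation p = 0.493). A trend in 1 population only is argued against by the slopes of each pair of populations, whose lowest correlation across genes was 0.222. As many as 3 of 100 shuffles reached the observed value for a pair, and genes are not independent replicates. Season, age, time in captivity and storage all run with trial number and cannot be told apart where trials were numbered in order of time. Paxton benthic females had a median trial number of 79.5, so the trend may also enter the population comparisons, which gave 5958 and 7331 genes for Paxton limnetic and Priest limnetic against Paxton benthic females with trial number as a covariate.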

How the results depend on the processing

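The tests, their settings and most alternatives were fixed before the data were examined. Chosen after the result was seen were limma-voom with sample weights, DESeq2 with trial number as covariate, DESeq2 on all labelled libraries, DESeq2 without each library in turn, the PCA fitted without the swapped libraries, the PCA and the network without genes with over 50% of their counts in 1 library, the next best tree height, the population comparisons without the Priest limnetic library of trial 72, the linear models of eigengenes, and all alternatives for trial number. Unless a value shows it, the cause of a change was not tested. Treatment comparisons are given in the order conspecific against heterospecific, conspecific against social control, and heterospecific against social control.

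The numbers of genes between populations stayed within 1.5 times of those reported under 14 alternatives. Over the 10 alternatives fixed beforehand, they ranged from 5697 to 9025 (Paxton limnetic with Paxton benthic), from 6578 to 10149 (Priest limnetic with Paxton benthic) and from 2398 to 4698 (the limnetic pair), and over the 4 chosen afterwards from 6206 to 8584, from 7513 to 8652 and from 3148 to 3903. Their order was the same in each of the 14. In the 20 draws of 4 libraries per group, which hold fewer libraries, they ranged from 4060 to 6559, from 5058 to 8043 and from 1588 to 2756, so that some draws were beyond 1.5 times, and in 1 draw the order of the first 2 changed (6559 against 6214). The genes following trial number ranged from 2478 at an adjusted p under 0.05 to 3843 in the additive model.

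The numbers between treatments moved most. DESeq2 called 7, 7 and 27 genes in Paxton benthic, 46, 49 and 8 in Paxton limnetic and 28, 52 and 31 in Priest limnetic females. Its interactions between conspecific and heterospecific males held 6 genes for the limnetic pair and 9 for Priest limnetic with Paxton benthic. Those between the conspecific treatment and the social control held 11 (Paxton limnetic with Paxton benthic), 32 (the limnetic pair) and 12 (Priest limnetic with Paxton benthic). On simulated counts with treatment changes of a log2 of 1, unchanged genes made up 15.3% of DESeq2's calls and 8.67% of edgeR's, at a threshold meant to give 10%. Genes in the simulation varied independently of each other and of trial number, which 3523 genes followed in the real libraries. The simulated shares may therefore not hold there. With trial number as covariate, DESeq2 called 13, 7 and 26, 43, 49 and 19, and 29, 55 and 58 genes in the same order of populations. Its interactions held 16, 13 and 15 genes between the males (Paxton limnetic with Paxton benthic, the limnetic pair, Priest limnetic with Paxton benthic) and 15, 42 and 11 against the social control. On all labelled libraries, DESeq2 called 9 and 23 genes against the social control in Paxton benthic, 40, 47 and 6 in Paxton limnetic and 25, 23 and 30 in Priest limnetic females, with interactions of 3 and 11 genes between the males (the limnetic pair, Priest limnetic with Paxton benthic) and 18, 28 and 9 against the social control. Each of these 3 DESeq2 settings gave 1 gene shared by the limnetic populations.

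At an adjusted p under 0.05, edgeR called 0 genes in Paxton benthic females between the males and 0 between heterospecific males and the social control (1490 and 754 at an unadjusted p under 0.05). A share of 0.05 of the 20011 tested genes is expected at that unadjusted p by chance. At the adjusted threshold, edgeR called 8 genes in Paxton limnetic females against the social control and 1 in their interaction with Priest limnetic females. This threshold can only lower a count. With trial number as covariate, the numbers were 0 and 3 in Paxton benthic (between the males, and heterospecific against social control), 7 in Paxton limnetic (conspecific against social control) and 2 in Priest limnetic females (between the males). With 2 surrogate variables, they were 1, 4 and 0 in Paxton benthic, 1 in Paxton limnetic (conspecific against social control), and 2 and 2 in Priest limnetic females (between the males, and heterospecific against social control). The interactions were then 1 and 1 between the males (Paxton limnetic and Priest limnetic, each with Paxton benthic) and 1 against the social control in the limnetic pair. The second surrogate variable had a Pearson's r of 0.759 with trial number. Fits on the population compared alone called 0 genes in Paxton benthic females between the males and against the social control with a conspecific male. They called 8 in that population between heterospecific males and the social control, where 6 were reported. In Paxton limnetic females they called 0 (conspecific against social control), and in Priest limnetic females with a conspecific male 0 and 0. These fits hold fewer libraries. The robust fit called 1 gene in Paxton benthic females between heterospecific males and the social control and 1 in the interaction of the limnetic pair. Without the filter on low counts, 24 genes were called in Paxton limnetic (conspecific against social control), and 19 and 18 in Priest limnetic females against the social control. On all labelled libraries, edgeR called 0 genes between the males in Priest limnetic females (669 at an unadjusted p under 0.05 in the set reported) and 4 in the interaction of the limnetic pair. limma-voom called 33 and 449 genes with a conspecific male in Paxton benthic, 0 in Paxton limnetic (conspecific against social control), and 2 and 7 in Priest limnetic females. Its interactions held 1 gene between the males (Priest limnetic with Paxton benthic) and 1, 0 and 776 against the social control. DESeq2's size factors in edgeR left all 21 numbers of genes, shared genes included, within 1.5 times.

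The lists at an unadjusted p under 0.01 shared 5, 5 and 2 genes (the Paxton pair, the limnetic pair, Priest limnetic with Paxton benthic). The correlation across genes of fold changes between the males was -0.315 for the limnetic pair and 0.337 for Priest limnetic with Paxton benthic in the 10006 genes with the highest mean expression, reached by 12 and 17 of 100 arrangements of the treatments. Against the social control it was 0.335 for the Paxton pair and -0.0665 for Priest limnetic with Paxton benthic, reached by 15 and 78. For Priest limnetic with Paxton benthic, DESeq2 gave 0.237 and 0.252, and all labelled libraries gave -0.0135 and -0.0183, so that its sign was not stable. Nor was that of the Paxton pair against the social control, with 0.022 as reported, -0.0582 on all labelled libraries and -0.0287 in DESeq2, or between the males, with 0.0247, -0.0163 and -0.00314.

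With each library left out in turn, edgeR called in Paxton benthic females from 0 (without the conspecific library of trial 34, among others) to 4 (heterospecific 14), from 0 (conspecific 64) to 3 (social control 39) and from 0 (social control 39, among others) to 12 genes (heterospecific 77). Among Paxton limnetic females, it called from 0 to 76 (heterospecific 30), from 0 (conspecific 20) to 34 (conspecific 40) and from 0 to 12 (heterospecific 30). In Priest limnetic females, it called from 0 (conspecific 11) to 8 (conspecific 38), from 2 (conspecific 68) to 10 (social control 29) and from 0 to 2 (heterospecific 18). For the interactions between the males, the ranges were 0 to 0 (Paxton limnetic with Paxton benthic), 0 to 8 (the limnetic pair, without Paxton limnetic heterospecific 30) and 0 to 1 (Priest limnetic with Paxton benthic, without Priest limnetic heterospecific 13). Against the social control they were 0 to 0, 0 to 5 (without Paxton limnetic conspecific 17) and 0 to 1 (without Paxton benthic social control 39). Only in Priest limnetic females, conspecific against social control, was a gene (1) called in every fit. DESeq2 ranged from 3 (heterospecific 90) to 341 (conspecific 34), 3 (social control 82) to 49 (social control 39) and 8 (heterospecific 14) to 33 (heterospecific 77) in Paxton benthic females. For Paxton limnetic females it ranged from 22 (heterospecific 49) to 173 (heterospecific 30), 3 (conspecific 20) to 54 (conspecific 57) and 2 (heterospecific 41) to 42 (heterospecific 30), and in Priest limnetic females from 13 (heterospecific 71) to 33 (heterospecific 44), 29 (conspecific 11) to 61 (social control 29) and 10 (social control 45) to 81 (heterospecific 59). DESeq2's interactions ranged, between the males, from 0 to 65 (Paxton limnetic with Paxton benthic, without Paxton benthic conspecific 34), 3 (Paxton limnetic conspecific 17, among others) to 66 (the limnetic pair, without Paxton limnetic heterospecific 30) and 0 (Paxton benthic conspecific 43) to 11 (Priest limnetic with Paxton benthic, without Priest limnetic heterospecific 18). Against the social control they ranged from 1 (Paxton limnetic conspecific 20) to 17 (Paxton limnetic conspecific 10), 13 (Paxton limnetic conspecific 20) to 43 (Paxton limnetic social control 79) and 4 (Paxton benthic conspecific 34) to 23 (Paxton benthic social control 39). In the 9 comparisons, the genes that DESeq2 called in every fit numbered 0, 2 and 1, 4, 1 and 0, and 3, 7 and 2.

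On the first PC, the differences of both limnetic populations from Paxton benthic kept their direction and side of 0.05 under each alternative. That of the limnetic pair kept its direction and passed 0.05 on the 500 most variable genes (-6.03) and without the genes with over 50% of their counts in 1 library (-3.54).

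The tree height of the network was nearly a tie. At the next best height, 7, 7 and 2 modules differed between populations (Paxton limnetic with Paxton benthic, Priest limnetic with Paxton benthic, the limnetic pair), and 0 in Paxton benthic females between heterospecific males and the social control, 0 in Paxton limnetic females between the males and 0 in Priest limnetic females between the conspecific treatment and the social control. On all labelled libraries, 6, 7 and 1 modules differed between populations, 1 and 0 in Paxton benthic females against the social control, 0 in Paxton limnetic females between the males and 0 in Priest limnetic females (conspecific against social control). With variance-stabilized values, 7 and 6 differed from Paxton benthic females. Within that population, 1 and 0 differed against the social control. In Paxton limnetic females, 0 differed between the males, and in Priest limnetic females 0 and 1 against the social control. At a power of 12, 2 and 1 modules differed in Paxton benthic females (between the males, and heterospecific against social control). Without the 2 libraries with the lowest total count, 0 and 1 differed in these comparisons, 0 in Paxton limnetic females (heterospecific against social control), and 0 and 2 in Priest limnetic females against the social control. Without the genes with over 50% of their counts in 1 library, 0 differed in Paxton limnetic females (heterospecific against social control) and 0 in Priest limnetic females (conspecific against social control). With a merge height of 0.15, all 12 numbers stayed within 1.5 times. In linear models of the eigengenes, 0, 0 and 1 modules differed in Paxton benthic females, 0 in Paxton limnetic females (heterospecific against social control) and 0 in Priest limnetic females (conspecific against social control). With trial number added, these were 0, 0 and 0, 0 and 0, and 5 modules differed between the limnetic populations. The number for the Paxton pair stayed at 11, but modules 6 and 8 passed 0.05 with trial number and modules 1 and 10 no longer did. No module differed between treatments after adjustment under any of these settings.

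The alternatives for the candidate genes and marker lists were not run, since the identifiers could not be paired with names. In the self-test with 6 libraries per treatment, edgeR recovered 79% of genes changed by a log2 of 1 and 94% of those changed by a log2 of 2, so smaller changes were the ones most open to being missed.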

Differences from the paper's values

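Alternatives chosen after the result was seen are named as such in this part, and it holds no other tests.

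In Paxton benthic females, edgeR called 3 genes between conspecific and heterospecific males, where the paper's value is 7, and 2 between the conspecific treatment and the social control, where the paper's value is 7. Between heterospecific males and the social control it called 6, where the paper's value is about 27 in Fig. 3a, read by eye. In Paxton limnetic females, it called 0 genes between conspecific and heterospecific males (1321 at an unadjusted p under 0.05), where the paper's value is 46. It called 15 between the conspecific treatment and the social control, where the paper's value is about 49 in Fig. 3a, read by eye, and 0 between heterospecific males and the social control (890 at an unadjusted p under 0.05), where the paper's value is about 8 in Fig. 3a, read by eye. In Priest limnetic females, it called 1 gene between conspecific and heterospecific males, where the paper's value is 28, and 4 between the conspecific treatment and the social control, where the paper's value is 52. Between heterospecific males and the social control it called 0 (1541 at an unadjusted p under 0.05), where the paper's value is about 31 in Fig. 3a, read by eye. By chance, a share of 0.05 of the 20011 tested genes is expected under that unadjusted p.

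With DESeq2, the test the paper's methods name and an alternative set before the data were examined, the 9 numbers were 7, 7, 27, 46, 49, 8, 28, 52 and 31, and none differed from the paper's. None of the other alternatives set before the data were examined closed any of these 9 gaps. Of the alternatives chosen after seeing the values, DESeq2 with trial number as covariate gave 13, 7, 26, 43, 49, 19, 29, 55 and 58 genes, and DESeq2 on all labelled libraries gave 2, 9, 23, 40, 47, 6, 25, 23 and 30.

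Between Paxton limnetic and Priest limnetic females, 0 genes called by edgeR between conspecific and heterospecific males were shared, where the paper's value is about 1 in Fig. 3c, read by eye. DESeq2 gave 1, and so did DESeq2 with trial number as covariate and DESeq2 on all labelled libraries, both chosen after seeing the values. The other alternatives set before the data were examined gave 0, apart from 5 at an unadjusted p under 0.01.

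Between Paxton limnetic and Priest limnetic females, 3 modules differed, where the paper's value is 7. A linear model of the eigengenes with trial number, chosen after seeing the values, gave 5. None of the alternatives set before the data were examined closed the gap, with 4 modules at a merge height of 0.15, 3 at a power of 12, 1 over all labelled libraries, 4 without the 2 libraries with the lowest total count and 2 with variance-stabilized values. Between the conspecific treatment and the social control in Priest limnetic females, 1 module differed, where the paper's value is about 0 in Fig. 4b, read by eye. All labelled libraries, the set without the 2 libraries with the lowest total count, and variance-stabilized values each gave 0, as did the next best tree height, the set without genes with over 50% of their counts in 1 library and the linear models of the eigengenes with and without trial number, all chosen after seeing the values. A merge height of 0.15 and a power of 12 gave 1. The modules are not the paper's, since its tree method was not run.

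The paper states that benthic females had the fewest genes in the conspecific comparisons. In edgeR, conspecific against heterospecific males gave 3 genes in Paxton benthic, 0 in Paxton limnetic and 1 in Priest limnetic females, so the order was not the same, while against the social control the numbers were 2, 15 and 4.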

Other observations

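The counts of shuffled treatments and populations, and the comparison of populations in the order of their DESeq2 counts, were chosen after the results were seen. The other tests were chosen before.

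With the population labels shuffled, 1 of 100 arrangements, the real one included, gave as many genes in each of the 3 population comparisons. The highest shuffled numbers were 204 for Paxton limnetic with Paxton benthic, 3750 for Priest limnetic with Paxton benthic and 2120 for the limnetic pair.

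With the treatments shuffled within populations, the number of 100 arrangements that gave as many edgeR genes, the real one included, was 11, 24 and 3 in Paxton benthic females (conspecific against heterospecific, conspecific against social control, and heterospecific against social control). It was 100, 25 and 100 in Paxton limnetic and 74, 43 and 100 in Priest limnetic females, where 100 belongs to comparisons without a called gene. For the interactions it was 100 in all but the response to a conspecific male against the social control in the limnetic pair. Summed over the 9 comparisons, 60 of 100 arrangements gave as many as the 31 genes called, with a median of 39. The comparison of heterospecific males with the social control in Paxton benthic females was the only one of the 9 under 5 in 100, and 9 were examined.

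With DESeq2, the number of 50 arrangements that gave as many genes was 17, 15 and 4 in Paxton benthic, 10, 8 and 32 in Paxton limnetic and 32, 13 and 27 in Priest limnetic females, in the same order. For the sum of 255 genes it was 25 of 50, with a median of 249. The median over shuffles was 4, 4 and 5 genes in Paxton benthic, 14, 13 and 13 in Paxton limnetic and 35, 32 and 32 in Priest limnetic females. A lower number in Paxton benthic than in limnetic females may therefore arise without a treatment effect. Over the comparisons of conspecific males with heterospecific males and with the social control, DESeq2 called 14 genes in Paxton benthic, 95 in Paxton limnetic and 80 in Priest limnetic females. The smaller limnetic sum exceeded the benthic one by 66 genes, and 5 of 50 arrangements reached this. A weaker response of benthic females stays open.

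The share of module tests with p under 0.05 between treatments was also reached by shuffled treatments, in 26 of 100 arrangements, the real one included.

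Within populations, PC 3 and PC 4 followed trial number. For PC 3, Pearson's r was -0.812 in Paxton benthic, -0.866 in Paxton limnetic and -0.857 in Priest limnetic females (permutation tests, p = 2e-04, 1e-04 and 1e-04, the last the smallest that 10000 resamples can give; adjusted p = 0.0016, 0.0012 and 0.0012 over 24 correlations). Spearman's rho was -0.509, -0.87 and -0.841 (permutation tests, p = 0.0433, 1e-04 and 1e-04), and r without the 2 libraries farthest from the median trial was -0.614, -0.811 and -0.889. For PC 4, r was 0.612, 0.68 and 0.613 (permutation tests, p = 0.0122, 0.0021 and 0.0077; adjusted p = 0.0488, 0.0126 and 0.037), rho was 0.45, 0.68 and 0.539 (permutation tests, p = 0.0865, 0.0022 and 0.0276), and r without the 2 farthest libraries was 0.696, 0.696 and 0.768.

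Among counts from 1 to 20, between 55.4% and 67.2% were even in each library, and in the median library counts of 2 were 1.74 times as frequent as counts of 1 and 2.83 times as frequent as counts of 3. This is consistent with both mates of a read pair being counted, as the lowest share of 55.4% exceeds 50%. A count is then not an independent molecule.

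Genes with neighbouring identifiers changed together between populations, with correlations of neighbouring log2 fold changes of 0.141, 0.202 and 0.208 in the 3 comparisons. Each was reached by 1 of 1001 orders of the genes, the real one included, which argues against a chance order. In the treatment comparisons the correlation ranged from 0.0865 to 0.155. With values limited to their 5 and 95 percentiles, the correlations were 0.134, 0.138 and 0.136 between populations and at most 0.12 between treatments, and Spearman's rho was 0.12, 0.117 and 0.117 against at most 0.103, so most of the excess of 0.202 and 0.208 came from extreme genes. A correlation of neighbours that any comparison of these libraries has is therefore a candidate explanation up to 0.155, the highest value among treatments, and the identifiers' places on the genome were not used here.

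The gene ENSGACG00000007794 had at most 2 counts in every Priest limnetic library and at least 22 in every Paxton limnetic library, with a median of 58.5. It was the only gene of this kind at a floor of 3 counts and a median of at least 50 in any pair of populations. Library size is argued against, since total counts did not differ between these populations (permutation test, p = 0.222). A variant in the gene in 1 lake, or one that hinders alignment to the reference, was not tested.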
